A study of Homo sapiens with 6 samples. Its data were reported in "Estrogen receptor positive breast cancers have patient specific hormone sensitivities and rely on progesterone receptor" (2022).

How the data were processed

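MCF7 is an established estrogen receptor-positive human breast cancer cell line. The samples were RNA libraries from mouse mammary glands that carried MCF7 xenografts, grown from cells injected into the milk ducts (the intraductal model). Per the labels, 100000 cells were injected per gland into immunodeficient NSG females aged 8 to 12 weeks, the xenografts grew for 45 days, and the mice received no treatment. The 6 libraries fall into 2 groups by their gene label, 3 from control cells (CTRL) and 3 from cells overexpressing PGR, the gene of the progesterone receptor (PGR). Replicates were numbered 1 to 3 in each group in accession order, so the numbers only name libraries and pair nothing. The labels do not say whether the libraries of a group came from separate mice, so p-values measure the spread between these samples. The study's methods describe drug selection of the PGR-overexpressing cells and name no repeat transductions. Any other difference between the 2 cell populations could therefore not be told apart from an effect of PGR.

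The deposited values are raw read counts per gene symbol, made by the authors from paired reads of 150 bp of polyA RNA. Whole glands were sequenced, and the authors sorted human from mouse reads by computer. The methods and the submitters' processing notes name HISAT2 2.1.0 with the hg38 and mm9 genomes and featureCounts 1.6.2 for counting. Another version of featureCounts is given elsewhere in the study. The gene annotation, the strand setting and the counting of reads with several matches were not given in the sources used here. This bears on genes that overlap a neighbour or have a near copy, whose counts can hold reads of the other gene. Species sorting can also leave mouse reads in human genes, above all in conserved ones, or remove human reads that resemble mouse sequence. All 37 mitochondrial rows were listed at 0, so mitochondrial transcripts could not be compared.

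The table held 56392 gene symbols, of which 24859 had no count in any library. Total counts were 26728411, 18454513 and 17815478 in CTRL 1, 2 and 3, and 24786361, 22679655 and 24376940 in PGR 1, 2 and 3. No 2 libraries were identical or agreed within counting noise, judged by a chi-square test over genes with a summed count of at least 20. The median standard error of a log2 fold change was 0.14 over all genes tested. It was 0.32 in the 25% of genes with the lowest mean expression and 0.093 in the 25% with the highest.

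The main test was limma-voom (limma 3.58.1, edgeR 4.0.16, R 4.3.3), which the study's methods name, on the deposited counts. Genes were filtered with filterByExpr, leaving 17105, and scaled by TMM. The test was two-sided with Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.05. A second count also required an absolute log2 fold change above 0.5. The study's methods state that minimum together with an unadjusted p under 0.05, which was an alternative here. Expression is given as CPM, counts relative to the TMM-scaled library total, as mean ± SD. Fold changes are PGR over CTRL. Gene positions come from GENCODE release 44 on hg38, matched by symbol, which placed 81.3% of the genes tested.

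From textbook knowledge, 18 gene lists and 8 lists of markers of host cell types were fixed before the data were examined, as were the tests and alternatives. Lists were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the 24 lists with a tested member. The mitochondrial mRNAs and the host secretory markers had no tested member. A list score is the mean log2 CPM of its tested members minus the mean of the 6 libraries. Scores were compared by a two-sided exact permutation test, which cannot go below 0.1 with 3 libraries against 3.

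Genes were named by a rule fixed beforehand. It took PGR, the called genes with an official symbol, a mean log2 CPM of at least 1 and no overlap between groups (up to 12 in each direction), a panel of receptors and markers (ESR1, ESR2, AR, NR3C1, NR3C2, GREB1, TFF1, MYC, CCND1, MKI67, TNFSF11, WNT4, FKBP5, FOXA1, GATA3, ERBB2, EGFR and BCL2), and from each list up to 4 called members or, with none, the 2 most expressed. Genes named outside it, including those past the threshold adjusted over a list alone, were chosen after their values were seen.

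Alternatives were edgeR's quasi-likelihood test, DESeq2 1.42.0, limma-trend, RLE size factors, library totals alone, 2 other low-count filters, quality weights, leaving out each library, leaving out ribosomal protein, mitochondrial and host marker genes, the mean of the host marker genes as a covariate, and leaving out PGR. For lists they included camera with an estimated correlation, fry (directional) and pre-ranked fgsea 1.28.0. Leaving out CTRL 1 and PGR 1 together was chosen after seeing the data. The tests were tried on simulated counts drawn from the real means, dispersions and library sizes with 200 changed genes, over 5 runs. Genes were drawn independently of each other, and only genes with a mean of at least 2 CPM were changed. The simulated recovery therefore does not cover less expressed genes or structure shared by many genes between libraries. It also does not cover data with fewer changed genes, since the 200 planted changes themselves ease the Benjamini-Hochberg cutoff. In the real data ABCC11, at 5.37 CPM in CTRL and 18.3 CPM in PGR, was not called by limma-voom, at an adjusted p of 0.13. With the limma-voom test, 37.9% of genes changed 1.5-fold, 81.8% of those changed 2-fold and 99.7% of those changed 4-fold were recovered among at least 16855 genes, and 7.5% of calls were false. For DESeq2 17% of calls were false.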

Results

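Gene expression was measured by RNA sequencing in mouse mammary glands carrying intraductal xenografts of MCF7 cells, with 3 libraries from control cells (CTRL) and 3 from cells overexpressing PGR (PGR). Total counts ran from 17815478 in CTRL 3 to 26728411 in CTRL 1. The comparison addressed how sustained expression of the progesterone receptor changes the transcriptome of these tumor cells in the mammary gland without further treatment.

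PGR itself rose from 13.6 ± 2.34 CPM in CTRL to 321.5 ± 75.0 CPM in PGR (SD, n = 3 each). This is a log2 fold change of 4.56 with a standard error of 0.21 and an adjusted p of 0.00013 by limma-voom. Raw counts were 312, 236 and 291 in the CTRL libraries and 5974, 7453 and 9682 in the PGR libraries, so every library matched its label. The gene lies on chromosome 11 from 101029624 to 101129813 on the minus strand of hg38. It overlaps the antisense gene PGR-AS1, and its counts join the introduced and the native transcript. None of the neighbouring genes tested passed the test, among them YAP1 at 78.9 CPM in CTRL and 74.2 CPM in PGR and BIRC2 with a log2 fold change of -0.05.

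Beyond PGR, LAMB2 and LINC00504 passed the test, and both fell. LAMB2, which encodes a laminin chain of basement membranes, went from 286 ± 10.7 CPM in CTRL to 180 ± 2.69 CPM in PGR. Its log2 fold change was -0.67 with a standard error of 0.07 and an adjusted p of 0.046 by limma-voom. LINC00504, a long noncoding RNA, went from 8.86 ± 0.88 to 2.65 ± 0.29 CPM, a log2 fold change of -1.73 with a standard error of 0.17 and an adjusted p of 0.032. LAMB2 lies on chromosome 3 from 49121114 to 49133118. LINC00504 lies on chromosome 4 from 14470465 to 14888169. It overlaps the processed pseudogene MTND2P31 on the same strand and SNORA63 on the opposite strand, so part of its counts could belong to another RNA. Both calls were lost without CTRL 2, CTRL 3, PGR 1, PGR 2 or PGR 3, with adjusted p from 0.072 to 0.259 for LAMB2 and from 0.065 to 0.259 for LINC00504. They were also lost when PGR was left out of the genes tested, at 0.069 and 0.064. PGR had the smallest p, and without it each gene moves up a rank in the Benjamini-Hochberg adjustment, which raises its adjusted p. Both calls thus rested on PGR being among the genes tested. With library totals only, 1 gene was called higher and 1 lower, so at most 1 of these 2 calls was kept.

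**Figure D1:**
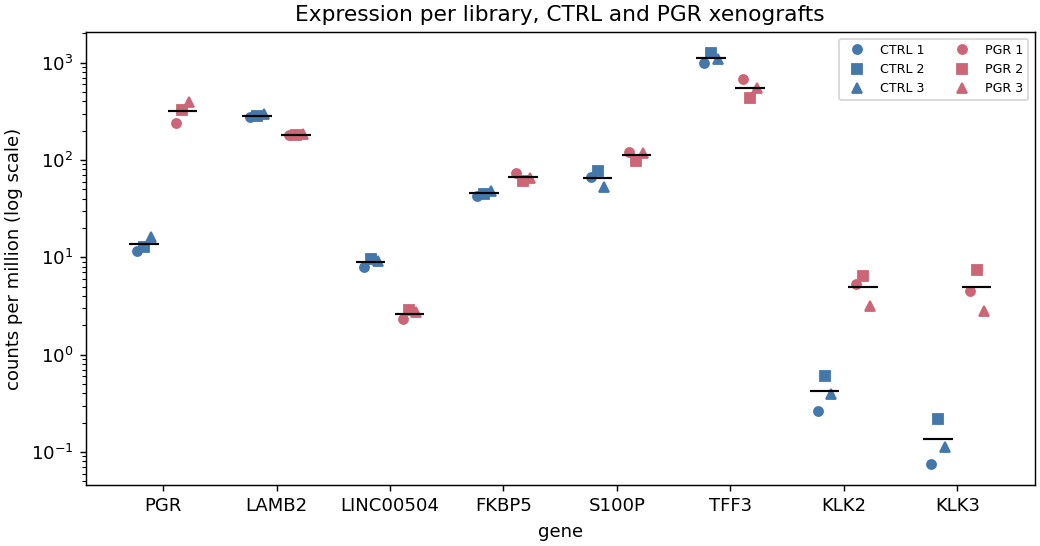
Expression of 8 genes in each library in CPM on a log axis, with CTRL in blue, PGR in red, a marker shape per replicate and a black bar at each group mean. PGR lies at 11.8 to 16.3 CPM in the CTRL libraries and 243 to 392 CPM in the PGR libraries, and the groups do not overlap for any of the 8 genes.

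In all, 3 of 17105 genes were called by limma-voom, 1 higher and 2 lower in PGR, and all 3 also changed by more than 0.5 on the log2 scale. At an unadjusted p under 0.05, 1677 genes stood out where chance alone gives 855, and 735 of them changed by more than 0.5, 383 higher and 352 lower. Other splits of the same libraries into 3 against 3 gave 218 to 1587 genes at that p. The 2 groups did not overlap for 15.4% of the genes, where chance gives 10%. edgeR's quasi-likelihood test called 6 genes and DESeq2 called 205. Leaving out CTRL 1 gave 83 calls, leaving out CTRL 2 or PGR 1 gave 1 each, leaving out PGR 3 gave 5, and leaving out CTRL 1 and PGR 1 together gave 212.

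The other steroid receptors showed no called change. ESR1, the estrogen receptor, stood at 1126 ± 84.2 CPM in CTRL and 1123 ± 134 CPM in PGR (SD, n = 3). AR, the androgen receptor, stood at 219 ± 26.0 and 222.9 ± 32.1 CPM. NR3C1, the glucocorticoid receptor, had 156 and 145 CPM, and NR3C2, the mineralocorticoid receptor, had 1.16 and 0.48 CPM with an adjusted p of 0.38 by limma-voom. ESR2 and TNFSF11 were under the expression filter, with 12 and 1 counts over the CTRL libraries and 16 and 3 over the PGR libraries. The luminal factors FOXA1 (351 against 341 CPM) and GATA3 (1284 against 1230.1 CPM) and the receptor ERBB2 (358 against 349 CPM) were close in both groups. EGFR had 7.08 CPM in CTRL and 9.73 CPM in PGR, and WNT4 had 1.49 and 1.14 CPM, with adjusted p of 0.44 and 0.94. The log2 fold changes of MYC, CCND1, MKI67 and BCL2 were 0.54, 0.33, 0.32 and 0.76, with standard errors of 0.20, 0.16, 0.16 and 0.41, and none was called.

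The progesterone receptor targets rose as a list, with 16 of 25 tested members higher, a median log2 fold change of 0.09 and a camera adjusted p of 0.047. With an estimated correlation, which was -0.02 for this list, the unadjusted camera p was 0.052 and the adjusted p 0.95. The most expressed members, FASN and TSC22D3, each had a log2 fold change of 0.09. At an unadjusted p under 0.05, 6 members were higher and 2 lower. No member passed the test over all genes, and 3, picked after their values were seen, passed adjusted over the list alone. These were FKBP5, a chaperone partner of steroid receptors (45.3 against 67.0 CPM), S100P, a calcium-binding protein (65.5 against 112 CPM), and PER1, a clock gene (24.8 against 35.2 CPM). Their adjusted p over all genes was 0.13, 0.14 and 0.19 by limma-voom. Scores of this list were higher in every PGR library than in any CTRL library (two-sided exact permutation p = 0.1, the smallest possible). Of the 24 lists tested, only androgen response also separated the groups. Chance alone separates 10% of lists, so these separations are no more than chance gives. The list call was lost without CTRL 3, PGR 1 or PGR 3, at adjusted p of 0.199, 0.052 and 0.116.

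The androgen response list was called by camera as well, with 20 of 31 members higher, a median of 0.08 and an adjusted p of 0.047, or 0.95 with an estimated correlation. The call rested on KLK2 and KLK3, since the other 29 members had an unadjusted camera p of 0.15 and an exact permutation p of 0.3, against 0.1 for the whole list. The most expressed members, SCD and SLC38A2, had log2 fold changes of 0.16 and 0.11. Of all 31 members, 4 were higher and 2 lower at an unadjusted p under 0.05 by limma-voom. The 4 were FKBP5, KLK2, KLK3 and AZGP1 (log2 fold change 2.97), and the 2 were TMPRSS2 (-0.28) and NKX3-1 (-0.41). FKBP5, KLK2 and KLK3 passed adjusted over the list alone, and none did so over all genes. KLK3, which encodes prostate-specific antigen, had 8 counts over the CTRL libraries and 349 over the PGR libraries. KLK2, its neighbour and paralog, had 25 and 355. Their log2 fold changes were 4.94 with a standard error of 0.63 and 3.54 with a standard error of 0.46, each with an adjusted p of 0.11 by limma-voom, and both passed with edgeR's quasi-likelihood test. No 150-nt window of KLK3 transcripts occurred unchanged in a KLK2 transcript. Windows with mismatches were not compared, and how reads with several matches were counted was not given. The list call was lost without CTRL 2, CTRL 3 or PGR 3, at 0.196, 0.445 and 0.219.

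Estrogen receptor targets rose as a list, with 23 of 33 members higher, a median of 0.26 and a camera adjusted p of 0.015, or 0.95 with an estimated correlation. XBP1, the most expressed member, had a log2 fold change of 0.05. Adjusted over the list alone, 2 members passed, in opposite directions. CELSR2, a cadherin, had 175 CPM in CTRL and 268 CPM in PGR, and TFF3, a secreted trefoil peptide, had 1118 and 552 CPM. GREB1, an estrogen-induced cofactor, had 94.9 ± 25.4 and 179.9 ± 56.0 CPM, while TFF1 had 1067 ± 76.3 and 818 ± 103 CPM, with adjusted p of 0.33 and 0.35 by limma-voom. The list scores were -0.27, -0.08 and -0.08 in CTRL 1, 2 and 3 and 0.17, 0.42 and -0.16 in PGR 1, 2 and 3 (two-sided exact permutation p = 0.3). The list call was lost without PGR 2, at an adjusted p of 0.54.

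The proliferation list was called by camera. All 45 members had a positive log2 fold change, with a median log2 fold change of 0.35 and an adjusted p of 3.9e-13, or 0.95 with an estimated correlation, which was 0.82 for this list. No member passed the test over all genes or adjusted over the list alone. MKI67, the gene of the Ki67 antigen, had 333 ± 35.4 CPM in CTRL and 420 ± 90.9 CPM in PGR, and HMGB2 had 336 and 390 CPM. The list scores were -0.40, -0.01 and -0.05 in CTRL 1, 2 and 3 and 0.38, -0.16 and 0.24 in PGR 1, 2 and 3 (two-sided exact permutation p = 0.3). At the preset correlation the camera call was kept when any single library was left out, at adjusted p from 2.5e-27 to 1.2e-05. Without CTRL 1 and PGR 1 together, chosen after seeing the data, the adjusted p was 0.062. The same camera test also called the list in most other splits of the 6 libraries into 3 against 3. Adjusted p was 1.1e-37 with CTRL 1, CTRL 3 and PGR 2 as one group, and 0.66 with CTRL 1, CTRL 2 and PGR 1. Keeping the call therefore does not tie it to the real groups.

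Of the other lists, 3 were called by camera, all upward, and each had an adjusted p of 0.95 with an estimated correlation. MYC targets had 28 of 36 members higher with an adjusted p of 0.015, and NPM1 and NCL, both nucleolar proteins, had log2 fold changes of -0.05 and 0.04. Sterol and fatty acid synthesis had 22 of 27 members higher with an adjusted p of 0.015, and the enzymes SCD and FASN had log2 fold changes of 0.16 and 0.09. The interferon response had 36 of 39 members higher with an adjusted p of 0.029, and IFI6 and STAT1 had log2 fold changes of 0.04 and 0.20. No member of these 3 lists passed adjusted over the list alone. MYC target scores were -0.10, 0.02 and -0.07 in CTRL 1, 2 and 3 and 0.20, 0.06 and -0.10 in PGR 1, 2 and 3. Sterol scores were -0.01, -0.10 and -0.09 in CTRL and 0.22, -0.12 and 0.11 in PGR. Both had a two-sided exact permutation p of 0.4. Interferon scores were 0.57 in CTRL 1 against -0.59 and -0.42 in CTRL 2 and 3, and -0.26, 0.43 and 0.28 in PGR 1, 2 and 3 (two-sided exact permutation p = 0.5), and the call was lost without CTRL 2, CTRL 3, PGR 2 or PGR 3. The MYC call was lost without CTRL 1, CTRL 3 or PGR 1 and the sterol call without CTRL 2, CTRL 3, PGR 1 or PGR 3.

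**Figure D2:**
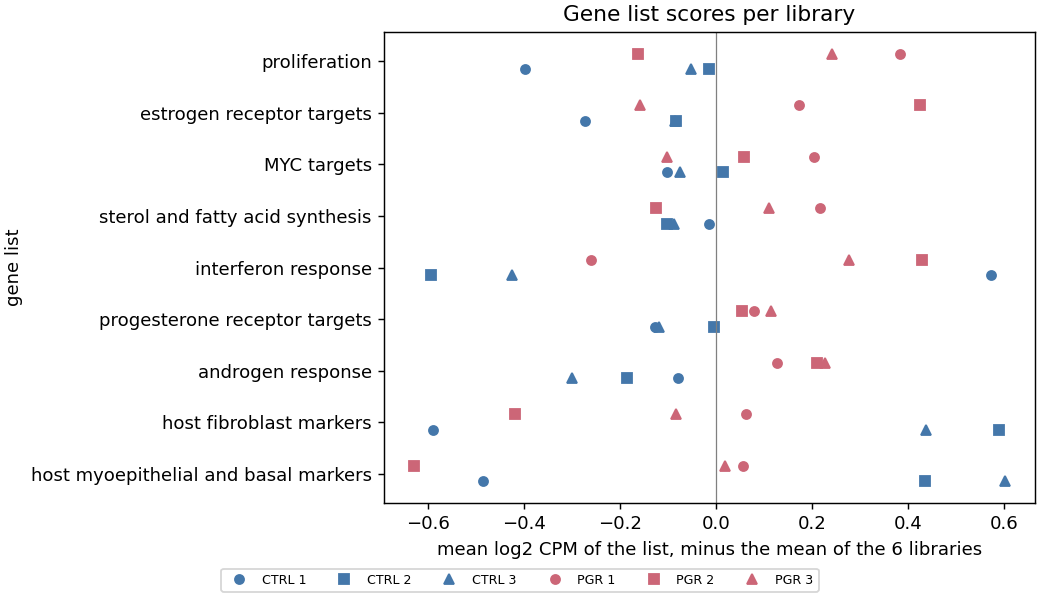
Scores of 9 gene lists in each library, as mean log2 CPM of the list minus the mean of the 6 libraries, with CTRL in blue, PGR in red and a marker shape per replicate. The groups separate for progesterone receptor targets and for androgen response with KLK2 and KLK3 included. Chance alone separates the groups for 10% of lists. The groups overlap for every other list shown, and both host lists are high in CTRL 2 and CTRL 3.

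The remaining gene lists were not called by camera. Epithelial-mesenchymal transition genes had 13 of 29 members higher with an adjusted p of 0.83. The integrin ITGA5 was its one member past the threshold adjusted over the list alone, at 3.53 CPM in CTRL and 7.51 CPM in PGR, and the most expressed members, THBS1 and ITGB1, had log2 fold changes of 0.26 and -0.07. Adjusted p was 0.73 for epithelial junctions and keratins (KRT8 at 4999 and 5972 CPM, KRT18 at 3597 and 4296 CPM) and 0.45 for luminal identity, where XBP1 and MLPH had log2 fold changes of 0.05 and -0.03 and TFF3 passed adjusted over the list alone. It was 0.78 for TNF and NF-kB signalling, 0.92 for oxidative phosphorylation, 0.92 for hypoxia and glycolysis, 0.83 for the unfolded protein and amino acid stress response, 0.78 for p53 targets and apoptosis, 0.45 for cytosolic ribosomal proteins and 0.60 for nuclear-retained RNAs. In that last list, meant as a check of RNA quality, 3 of 7 tested members were higher and 4 lower. Its most expressed members, MALAT1 and NEAT1, had log2 fold changes of -0.35 and -0.27, and neither was called. Oxidative phosphorylation, hypoxia and glycolysis, nuclear-retained RNAs and the host erythroid and Schwann markers had a median, mean and test that did not share a sign.

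Markers of host cells varied between libraries. Fibroblast markers summed to 87.8, 243 and 158 CPM in CTRL 1, 2 and 3 and to 108, 94.1 and 88.1 CPM in PGR 1, 2 and 3, with a camera adjusted p of 0.51. The collagen COL3A1 had 91.6 ± 65.8 CPM in CTRL and 37.5 ± 10.2 CPM in PGR. Myoepithelial and basal markers summed to 10.4, 18.9 and 21.6 CPM in CTRL 1, 2 and 3 and to 11.5, 8.62 and 11.3 CPM in PGR 1, 2 and 3, with an adjusted p of 0.066, and ACTA2 and OXTR were lower adjusted over the list alone, while TP63 had a log2 fold change of -0.23 with a standard error of 0.50. Adjusted p was 0.75 for adipocyte, 0.75 for endothelial, 0.45 for leukocyte, 0.45 for skeletal muscle and 0.87 for erythroid and Schwann markers. Without CTRL 1, the fibroblast, myoepithelial and skeletal muscle lists were called, at 0.00135, 4.68e-05 and 0.000255, all lower in PGR. The skeletal muscle list was higher, and not called, with all libraries, where 3 of its members passed the expression filter against 6 without CTRL 1. Secretory mammary markers summed to 0.19 ± 0.06 CPM in CTRL and 0.41 ± 0.07 CPM in PGR, under the filter.

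On principal components, the first carried 29.6% of the variance and placed the CTRL libraries at -5.79, -26.6 and -25.0 and the PGR libraries at 22.6, 19.4 and 15.4. The second carried 28.7%, with CTRL 1 at 33.4 and PGR 1 at -29.6 as its ends. Spearman correlations between libraries lay between 0.984 and 0.993.

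**Figure D3:**
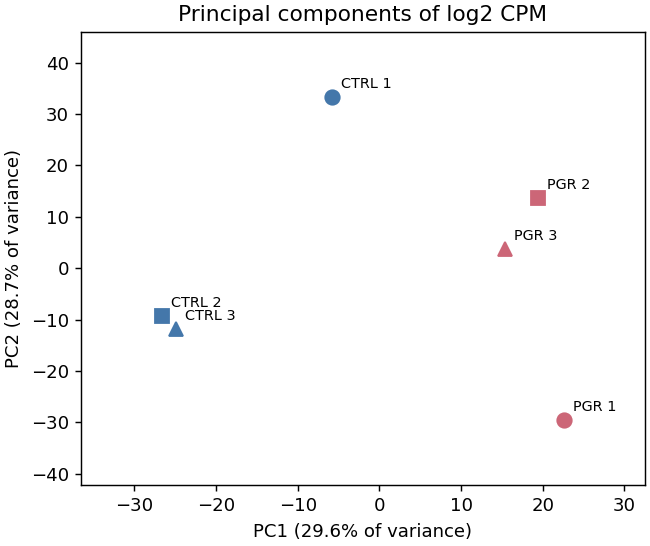
Libraries on the first and second principal components of log2 CPM, with CTRL in blue and PGR in red. The first component, 29.6% of the variance, has all PGR libraries above all CTRL libraries, and CTRL 1 and PGR 1 lie at the ends of the second, 28.7%.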

Values the study reported

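For the same cell model, the study reported that introducing PGR raised colony formation in culture 1.5-fold. The PGR-overexpressing xenografts were reported to grow 5-fold more than controls in one experiment and 2-fold more in the experiment with fulvestrant. Staining of tissue sections gave Ki67-positive shares near 10% without and over 60% with introduced PGR, and PR-positive shares of 20% and over 90%. The metastatic load was reported as 8-fold higher under fulvestrant and 25-fold higher without it.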

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

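No paired analysis was possible because the labels give the groups no shared replicate numbers. The median standard error was 0.32 in the 25% of genes with the lowest expression and 0.093 in the 25% with the highest. The log2 fold change of PGR stayed between 4.40 and 4.75 and past the threshold under every alternative run. For the other named genes 1298 of 1385 alternatives kept direction and side of the threshold, 74 gained a call, 13 lost one and no called value changed sign; 88 uncalled values did. The cause of the changes below was not tested unless stated.

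The count of 3 changed genes, with or without the 0.5 minimum, became 6 with edgeR's quasi-likelihood test, 6 with limma-trend, 17 with no low-count filter and 0 without PGR in the fit, where the same limma-voom test had 1677 genes at an unadjusted p under 0.05 and edgeR called 6 with PGR included. It became 205 (164 with the minimum) with DESeq2, 102 (101) with the host covariate and 212 (212) without CTRL 1 and PGR 1, chosen after seeing the data. An unadjusted p with the minimum gave 735. Library totals only gave 2, and leaving out single libraries gave 1 to 83.

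The 7 called gene lists became 0 with an estimated correlation, 0 with fry's directional test, 4 with the host covariate and 3 without CTRL 1 and PGR 1. With an estimated correlation their unadjusted camera p ran from 0.05186 for progesterone receptor targets to 0.605 for interferon. Each of the 7 had an adjusted p of 0.9465 in that setting. With fry's directional test it was 0.9201 for estrogen receptor targets, androgen response, MYC targets, proliferation and sterol synthesis, 0.9454 for interferon and 0.1584 for progesterone receptor targets. Fry's mixed test, which takes changes in either direction, called 3 lists, progesterone receptor targets at 0.03095, androgen response at 0.0006319 and nuclear-retained RNAs at 0.04939. Without KLK2 and KLK3, androgen response had an unadjusted camera p of 0.1507, or 0.5622 with an estimated correlation. Progesterone receptor targets had 0.05504 with library totals only, 0.05161 with fgsea, 0.05371 with the host covariate and 0.05334 without CTRL 1 and PGR 1. Androgen response had 0.05313, 0.06251 and 0.121 under the first 3 of these, and interferon 0.4875 with the host covariate. MYC targets had 0.08179 with quality weights. Without CTRL 1 and PGR 1, adjusted p was 0.05003 for estrogen receptor targets, 0.8835 for MYC targets, 0.06213 for proliferation, 0.06496 for sterol synthesis and 0.000934 for epithelial-mesenchymal transition.

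No host list was called in the main setting. With all libraries, camera called the myoepithelial list, as 1 host list, at 0.0247 with at least 10 counts in 3 libraries and 0.03311 with quality weights. Without CTRL 1 and PGR 1, 3 were called, fibroblast at 0.002429, myoepithelial at 7.367e-05 and skeletal muscle at 0.0001266, the last reversed, to lower in PGR; it also reversed without CTRL 1, at 0.000255, where 6 of its members were tested in place of 3.

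Leaving out single libraries gave 3 to 8 gene lists and 0 to 3 host lists. Adjusted p then ran from 1.282e-07 to 0.5387 for estrogen receptor targets, 0.04253 to 0.1993 for progesterone receptor targets, 0.0004396 to 0.4448 for androgen response, 8.271e-07 to 0.4379 for MYC targets, 2.841e-18 to 0.9737 for interferon, 1.286e-05 to 0.4019 for sterol synthesis, 0.0005234 to 0.9575 for epithelial-mesenchymal transition, 0.0496 to 0.8663 for luminal identity and 0.004549 to 0.7184 for ribosomal proteins. For proliferation, called by camera each time at the preset correlation, adjusted p ran from 2.504e-27 to 1.194e-05. Most other splits of the libraries were called by that test too. Among host lists it ran from 0.001352 to 0.8528 for fibroblast, 4.684e-05 to 0.5387 for myoepithelial and 0.000255 to 0.8676 for skeletal muscle markers.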

Other observations

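The genes, patterns and tests in this part were chosen after the data were seen, except that the tests of shared KLK sequence, of the remaining androgen response genes, of GC content and length on the proliferation list, and of depth were set out before their own results were known. Several genes outside the fixed lists separated the groups without passing the limma-voom test. The transporter genes ABCC11 and ABCC12, a pair of paralogs, were higher in every PGR library than in any CTRL library, at 5.37 ± 1.89 against 18.3 ± 4.61 CPM and from 1.68 to 2.94 CPM in CTRL against 5.73 to 10.2 CPM in PGR, each with an adjusted p of 0.13. On the lower side, the retinaldehyde reductase DHRS3 had 44.6 ± 4.22 CPM in CTRL and 24.1 ± 1.69 CPM in PGR with an adjusted p of 0.073, and edgeR's quasi-likelihood test called it. CYP2C8, a cytochrome P450, had 105.6 ± 15.9 and 48.2 ± 11.7 CPM, and SERPINA1, which encodes alpha-1-antitrypsin, had 7.66 ± 1.17 and 3.08 ± 0.66 CPM, each with an adjusted p of 0.12. IL6ST, the signal-transducing receptor of interleukin 6 family cytokines, had 346 ± 113 and 143 ± 42.5 CPM with an adjusted p of 0.19.

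KLK2 and KLK3 were higher in every PGR library than in any CTRL library. Reads shared between these paralogs would need common sequence, but 0% of the 150-nt windows of KLK3 transcripts occurred in a KLK2 transcript. This covers only reads identical over 150 nt. Reads placed on the paralog with mismatches were not tested, so sharing of such reads stays open. With host marker expression as a covariate the log2 fold change of KLK3 was 4.84 and that of KLK2 3.49, both past the threshold. This argues only against a cause that follows the mean of those markers. The muscle marker MB stood at 53.5 CPM in CTRL, while all leukocyte markers summed to 2.27 CPM. Carcinoma expression may thus shape that mean, and mouse or host cell reads stay open. Activity of the introduced receptor on progestin and androgen responsive genes may account for the rise, as a hypothesis. The other 29 androgen response genes had a median log2 fold change of 0.081 with a camera p of 0.15, or 0.56 with an estimated correlation, so they leave it open.

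All 45 proliferation genes were higher in PGR, yet the call ended with an estimated correlation. Libraries of one group differed in the list score by up to 0.54, more than the 0.31 between the group means, which is consistent with proliferation varying between libraries whatever their group. With the host covariate the median was 0.43 against 0.35 without it, which argues only against a cause that follows the mean of those markers. Carcinoma cells may express them too, so host share stays open. After subtracting the trend on GC content and transcript length the median was 0.34, so these biases are unlikely to be the whole cause. The 10 splits of the 6 libraries are too few for a share under 0.05; 3 of them, the real one included, gave a median as large as the real 0.35, with 0.42 as the highest of the others. An effect of PGR on the RNA of proliferation genes stays open in these 6 libraries. The study reported a higher Ki67-positive share with introduced PGR. That is protein counted in tissue sections, an unlike measure that these libraries do not test.

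Leaving out CTRL 1 raised the number of called genes from 3 to 83. CRISP3, a secreted cysteine-rich protein, had 12.9, 626 and 482 CPM in CTRL 1, 2 and 3 and 16.5 to 17.7 CPM in the PGR libraries, and the transglutaminase TGM2 had 3.31, 56.4 and 62.5 CPM in CTRL and 5.97 to 9.23 CPM in PGR. Depth is unlikely to be the cause, since 72 genes were called without CTRL 1 and 1 with it after all libraries were thinned to the smallest total, and PGR expression in CTRL 1 was 4.84% of that in the lowest PGR library, which argues against swapped labels. A lower share of host cells or mouse reads in CTRL 1 remains possible: its fibroblast score was -1.10 and its myoepithelial score -1.0 relative to the mean of CTRL 2 and 3, but its adipocyte and endothelial scores were only -0.16 and -0.14, and carcinoma expression of those genes could hide a small share. These lists are the ones with at least 6 tested genes. The smaller lists were also lower in CTRL 1, at -0.91 for leukocyte, -1.16 for erythroid and Schwann and -0.24 for skeletal muscle markers. Real differences between the xenografts were not tested.

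With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. For the count of changed genes, with or without the minimum of 0.5, 2 splits, the real one included, gave 3 or more, and the highest of the others was 39. That split, CTRL 1 with PGR 2 and PGR 3, called several times the real count and points to a structure of the samples, one that follows the interferon and host fibroblast scores. At an unadjusted p under 0.05 and a change above 0.5, 2 splits, again with the real one, reached 735, with 777 as the highest of the others. Without the minimum of 0.5, the real split gave 1677 genes and the others 218 to 1587. For gene lists, 7 splits with the real one among them reached its 7, with 9 as the highest of the others, and for host marker lists all 10, the real one included, reached its 0, with 4 as the highest.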
